A study of Mus musculus with 7 samples. Its data were reported in "Macrophage Colony Stimulating Factor Derived from CD4+ T Cells Contributes to Control of a Blood-Borne Infection" (2016).

How the data were processed

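RNA from sorted blood CD4+ T cells of C57BL/6 mice was measured on 7 one-colour Agilent arrays, 4 from naive mice and 3 from mice infected for 6 days with the rodent malaria parasite Plasmodium chabaudi. Per the labels, 10000 cells were sorted for each sample, and the naive arrays carried total CD4+ T cells while the infected arrays carried activated cells high in CD44 and low in CD62L, so the groups differed in gating as well as in infection. The study's text describes the infected cells by CD11a and CD49d in place of these markers. It also calls the replicates of this measurement technical, whereas the series' design text calls them biological. They were treated as separate samples here, as the labels have them. Groups and replicate numbers were taken from the sample titles.

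The authors amplified the RNA with an amino-allyl nucleotide, coupled it to the dye Cy3, hybridised it to a SurePrint G3 mouse gene expression array and extracted spot brightness with Agilent Feature Extraction 10.7.3.1. Per the file headers, each spot's processed signal is an intensity on a linear scale from which background had been subtracted and a spatial trend removed, with negative values kept and no scaling between arrays. A further multiplicative detrending had been applied on naive 4 and infected 3 only. The deposited table of the whole series holds log2 values that the authors had quantile normalised over the 7 arrays. Ranked within each array, these matched the median spot brightness without background correction. Every value column of that table belonged to a sample of the series.

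From these files, spots that the scanner software marked as non-uniform or as population outliers were left out, as were control spots. The processed intensity was quantile normalised over the 7 arrays in limma 3.58.1 (R 4.3.3, with the package data.table at version 1.17.8), raised to a floor of 10 and taken to log2, and the spots of a probe were averaged. Saturated spots would have been kept, but there were 0. Of 62976 features, 59305 were not controls, and they represented 55681 probes. A probe was tested if it was well above background, by the scanner software's own call, on at least 3 arrays and had a value on at least 2 arrays of each group. That left 25115 probes, or 45.1%. Gene symbols came from RefSeq transcript identifiers in the files, matched without version numbers to a gene table of mouse assembly GRCm38.p6, which was used for names only. A symbol was found for 26582 probes (47.7%), and the other probes kept their identifiers. No coordinates are given, because the array was designed on build mm9.

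The groups were compared probe by probe with limma's lmFit and eBayes and Benjamini-Hochberg adjustment over all tested probes, with an adjusted p under 0.05 as the threshold. Csf1, which the study singled out from this comparison, was also compared by a two-sided exact permutation test over the 35 splits of the arrays into groups of 4 and 3. The smallest p-value this test can give is 0.0286. Of 3 Csf1 probes, the probe with the highest mean over the arrays was the main probe. Gene lists were tested with limma's camera at a preset correlation of 0.01, with 1 probe per gene (highest mean) and adjustment over the 18 of 19 lists that had at least 3 tested genes. For list tests only, a missing value was replaced by the mean of its group. Fry and camera with an estimated correlation were run beside it. Where a probe was not well above background on any array of a group, its fold was given as a lower bound. The bound set the bright group's mean against the mean over the dim group's arrays of the higher of the probe's own signal and the lowest signal among probes well above background on that array. Means were of normalised log2 values.

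The genes that could be named were fixed before the data were examined, and the result for a gene of the lists is not reported here. They were the genes of the lists, the largest changes among probes past the threshold that were well above background on all 7 arrays and whose groups did not overlap, and the 5 largest bounds in each direction. The tests, the lists and most of the alternatives were fixed at the same point. The floor, the minimum of 2 measured arrays per group, the filling of missing values for list tests and the use of Cd4, Cd3d, Cd3e, Cd3g and Lck as a T cell subset of the sort markers were settled after the files had been looked at. Median spot brightness took the place of the mean in the alternatives that had named a mean, since the mean signal was not used here.

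Alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, median brightness without background correction, the authors' deposited log2 values, other filters on dim probes, eBayes with an intensity trend and robust variances, a SAM statistic, averaging all probes of a gene, leaving out each array, and the replicate number as a block. SAM was run with all 35 splits on the 19752 tested probes without a missing value. Added after the data had been seen were keeping the marked spots, a floor of 1, scaling over probes well above background on every array, and leaving out each of the pairs of naive arrays.

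The pipeline was tested on simulated data with 200 changed probes. With the spread of all 7 arrays (19752 probes), limma recovered 0% of changes of 4 log2 units and 71.5% of changes of 8 log2 units, and SAM recovered 0% and 67.5%. With the spread of the arrays other than naive 4 (19538 probes), limma recovered 63.5% of changes of 4 log2 units and SAM 49.5%. The number of arrays limits the precision, and in the simulation the spread that naive 4 added limited it further. All naive arrays lay on one slide with one scan date and all infected arrays on another, so slide and group could not be told apart. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 under Python 3.11.15.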

Results

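Transcripts of blood CD4+ T cells were measured on 4 arrays labelled naive and 3 arrays labelled infected, the latter from mice 6 days after infection with P. chabaudi. Csf1, which encodes the growth factor MCSF, was the transcript the study singled out from these arrays. Values are normalised signals on the log2 scale, and differences are infected minus naive.

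The infected arrays resembled each other closely. Spots well above background made up 45.1%, 51.4% and 45.8% of the non-control spots on infected 1 to 3, and Pearson's r across tested probes lay between 0.986 and 0.988 for pairs of infected arrays. Their median absolute differences of 0.27 to 0.29 log2 units exceeded the median spread of 0.13 to 0.16 between spots of the same probe within an array. Separate hybridisations of the same RNA could differ by as much, so this does not tell biological from technical replicates, and they were counted as separate samples as the labels have them. The naive arrays were less alike. Spots well above background made up 41.6%, 42.7% and 38.8% on naive 1 to 3 but 14.99% on naive 4, where the 75th percentile of the processed intensity was 20.6 against 750, 710 and 389. Naive 1 and naive 2 had an r of 0.960. The array labelled naive 3 reached 0.754 and 0.778 with these, and the array labelled naive 4 had an r between 0.334 and 0.404 with the other naive arrays. These correlations are across probes, which are not independent replicates. No spot was saturated on any array. The scanner software marked 6.63% of spots on naive 1 and 5.82% on naive 3 as outliers, among them 49.9% and 27.1% of the spots with a median signal above 16384, while it marked at most 0.68% of spots on each other array.

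The transcripts that define the sorted cells were examined first, since they check the labels. The median over Cd4, Cd3d, Cd3e, Cd3g and Lck was 16.06 on naive 1, 15.52 on naive 2 and 15.43, 16.05 and 15.82 on infected 1 to 3. It was 5.27 on the array labelled naive 3 and 4.83 on the array labelled naive 4, where 2 and 0 of these 5 genes were well above background. A list of 23 tested genes of myeloid cells ran the other way. Its median was 6.60 and 6.29 on naive 1 and naive 2, 15.49 and 13.62 on the arrays labelled naive 3 and naive 4, and 9.77, 9.92 and 9.9996 on the infected arrays. Csf1r, for example, stood at 5.39 and 5.14 on naive 1 and naive 2 and at 18.25 and 17.42 on the arrays labelled naive 3 and naive 4. Xist had signal well above background on 3 of the 4 naive arrays and all 3 infected arrays, and Ddx3y was at the floor of 3.32 on all 7. Kdm5d, which is also Y-linked, was well above background on naive 1, naive 2 and naive 4 and on infected 1 and infected 3, and read 11.34 on naive 4, where Xist was at the floor. Uty, another Y-linked gene, was at the floor on all 7 arrays, and Eif2s3y was not well above background on any. The Kdm5d signal therefore does not establish male RNA, and the study states that its infections used female mice. The measurements on naive 3 and naive 4 therefore went against their labels as CD4+ T cells. All 7 arrays were kept in the comparison as labelled, and every direction below rests on a naive group of which these arrays are a part.

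**Figure D1:**
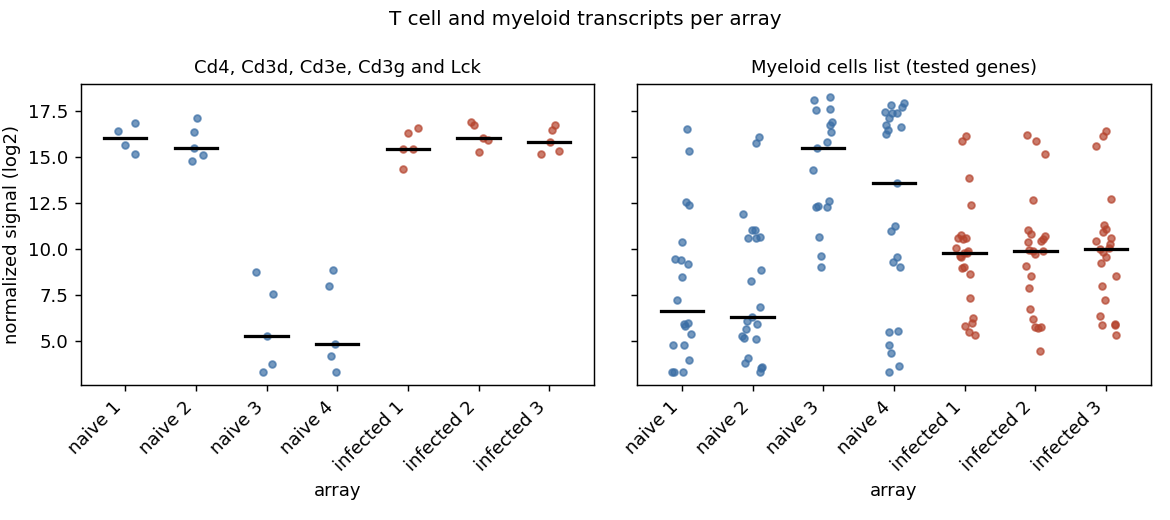
Normalised signal (log2) of the T cell transcripts Cd4, Cd3d, Cd3e, Cd3g and Lck (left) and of the 23 tested genes of the myeloid cells list (right) on each array, with a point per gene and a bar at the median, naive arrays in blue and infected arrays in red. The T cell median is 5.27 and 4.83 on the arrays labelled naive 3 and naive 4 and at least 15.43 on the other arrays, and the myeloid median is highest on those same arrays.

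Over all 7 arrays, 106 of 25115 tested probes were higher in the infected group and 1 was lower at an adjusted p under 0.05 (limma), and all of them differed by at least 1 log2 unit. At an unadjusted p under 0.05 the counts were 1282 higher and 1380 lower. The called probes with a symbol numbered 98 and represented 95 genes. All 106 higher probes were well above background on the 3 infected arrays, 81 of them were not well above background on any naive array, and 0 of the called probes were well above background on all 7 arrays, so no gene met the rule for naming the largest measured changes. None of the 107 called probes was well above background on the array labelled naive 4. The lower probe, A_55_P2070262, had no symbol and fell by 4.34 log2 units (adjusted p 0.0491); it is named because it was alone, after its value was seen. The groups did not overlap on 5821 tested probes (23.2%), where chance gives 5.71% for a probe with a value on all 7 arrays. Of the 25115 tested probes, 19752 had all 7 values, and for the others the share given by chance is higher. The count of called probes depended most on which arrays were kept. Without naive 4 there were 808 higher and 1435 lower probes, and without naive 3 and naive 4 together there were 2375 and 4461. Leaving out naive 2, naive 3 or any infected array gave 0 in both directions by limma, with between 291 and 1553 higher and between 352 and 1633 lower probes at an unadjusted p under 0.05, and leaving out naive 1 gave 10 and 0.

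**Figure D2:**
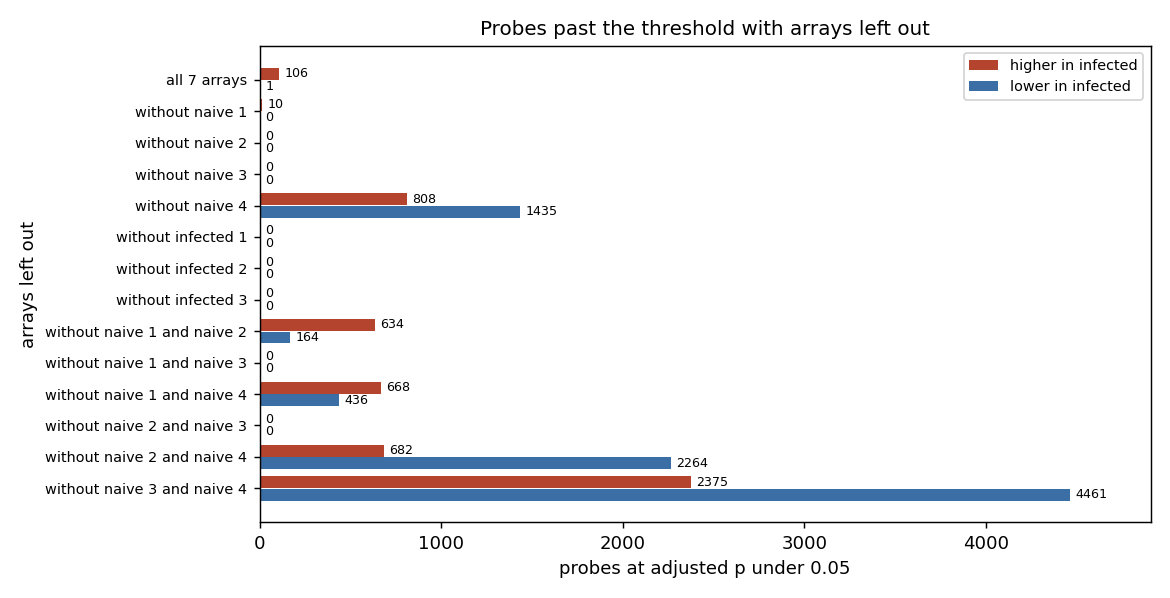
Number of probes at an adjusted p under 0.05 (horizontal axis) with all 7 arrays and with the named arrays left out (vertical axis), as red bars for probes higher and blue bars for probes lower in the infected group. The counts run from 0 in several settings to 2375 higher and 4461 lower without naive 3 and naive 4.

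Csf1 signal was higher on every infected array than on every naive array with all 3 probes. The main probe, A_51_P195506, read 11.76 ± 0.75 (SD, n = 3) in the infected group and 6.83 ± 2.40 (SD, n = 4) in the naive group. The difference of 4.93 log2 units (SE 1.31) did not pass the threshold over all probes (adjusted p 0.259), and its two-sided exact permutation p was 0.0571. Naive 1 had the highest naive value, 9.09, and naive 4 the lowest, 3.57. The probe A_55_P2169669 differed by 6.05 (adjusted p 0.0617, exact p 0.0286). The probe A_55_P2017914 differed by 6.28 (adjusted p 0.0319, exact p 0.0286), was not well above background on any naive array, and was at least 11.96-fold higher in the infected group. The exact p of these 2 probes is the smallest the design allows. The main probe passed the threshold without naive 4, with a difference of 3.85 (adjusted p 0.0272), and over all alternatives its adjusted p and those of the other probes ranged from 0.0070 to 0.959.

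**Figure D3:**
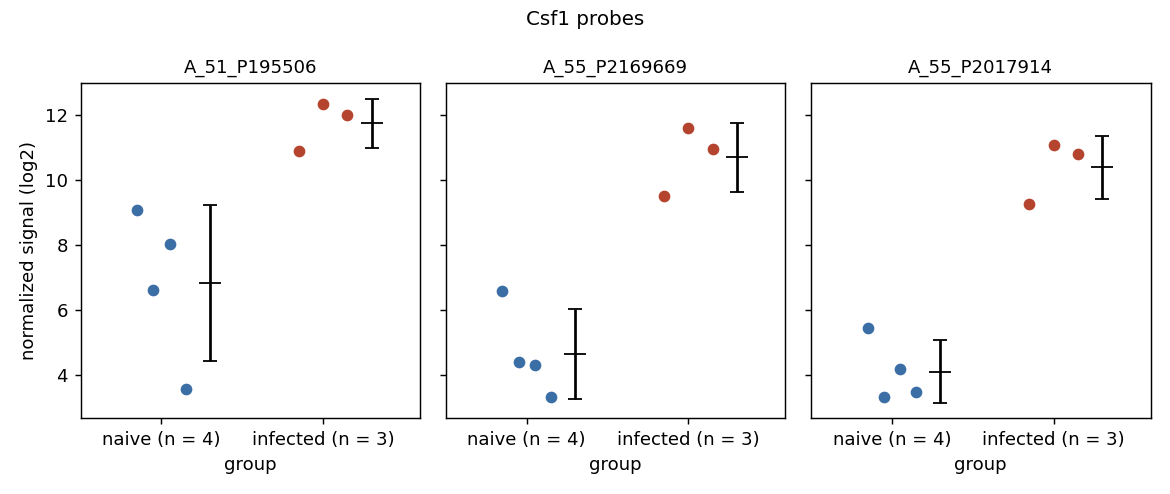
Normalised signal (log2) of the 3 Csf1 probes on each naive (blue, n = 4) and infected (red, n = 3) array, with the group mean and SD beside the points. Every infected array lies above every naive array for each probe, and the naive arrays spread from 3.57 to 9.09 for A_51_P195506.

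Gene lists fixed before the data were examined were then compared. Of 18 lists, 8 passed the threshold with camera, 7 of them higher and 1 lower in the infected group. Fry called 4 of these (Th1, Th2, Tfh and proliferation), and camera with an estimated correlation called 0 (smallest adjusted p 0.0690, with 4 lists at an unadjusted p under 0.05). Without naive 3, camera called 3 lists. The proliferation list was higher for 35 of 36 genes, with a median difference of 4.85 (adjusted p 2.15e-25), or 4.59 with genes that had only a bound set to it. Of its genes, 7 passed the threshold over all tested probes and 30 when adjusted over the list alone. Other lists that were higher by camera were Th1 (21 genes, median 3.92, adjusted p 3.09e-06), Tfh (11 genes, 4.73, 1.01e-04), Th2 (8 genes, 3.96, 0.0035), Treg (9 genes, 4.53, 0.0092), interferon-stimulated genes (32 genes, 1.79, 0.0334) and myeloid growth factors and cytokines (11 genes, 1.24, 0.0449). Without the arrays labelled naive 3 and naive 4, an alternative chosen after the data had been seen, the medians were 4.34 for proliferation, 2.47 for Th1, 2.89 for Tfh, 1.53 for Th2, 1.56 for Treg and 0.48 for interferon-stimulated genes, all past the threshold, and 0.89 for growth factors and cytokines, which did not pass (adjusted p 0.1375). Without naive 4 alone, the interferon-stimulated median was 0.46. With bounds in place of fitted values and all 7 arrays, the medians were 2.95 for Th1 and 2.87 for Th2. Adjusted over the list alone, 9 Th1, 2 Th2, 5 Tfh, 1 Treg, 1 interferon-stimulated and 2 growth factor and cytokine genes passed. Over all tested probes, 2 Th2, 2 Tfh, 0 Treg, 0 interferon-stimulated and 1 growth factor and cytokine genes passed. The myeloid cells list was lower, with a median of -1.34 (adjusted p 0.0449), but none of its genes passed, and its median was 1.76 (adjusted p 2.21e-05) without the arrays labelled naive 3 and naive 4.

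Lists that did not pass with camera were sort markers (median 3.81, adjusted p 0.0773, and 0.06 and 0.623 without naive 3 and naive 4), genes of naive and quiescent T cells (1.64, 0.859), Th17 (0.71, 0.597), the 3 genes the study linked to Csf1-positive cells (Ccr2, Entpd1 and Bhlhe40; 1.40, 0.687), CD8 T cells (0.92, 0.135, with a median of 0.05 when genes that had only a bound were set to it), platelets (-0.08, 0.188) and reference genes (0.59, 0.118). The median, mean and test differed in sign for B cells (0.20, -0.19 and lower), red cells (-0.52, 0.37 and lower) and NK cells (-0.10, 0.32 and lower), with adjusted p-values of 0.233, 0.880 and 0.880. The sex check list had 2 tested genes and no test. Adjusted over the list alone, 1 platelet, 3 NK and 2 CD8 T cell genes passed and 0 genes of the other lists in this paragraph, and over all tested probes 0 genes of any of these lists passed. The list of naive and quiescent T cells changed sign with the arrays kept, from 1.64 with all 7 to -3.27 without naive 3 and naive 4. In that setting it passed with camera as lower (adjusted p 0.0011). It passed as higher without naive 2 (3.98, adjusted p 0.0187) and without naive 1 and naive 2 (4.87, adjusted p 0.0045).

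Single genes of the lists that passed over all tested probes included Il4 and Il13 (Th2), Cxcr5 and Il21 (Tfh), Xcl1 (growth factors and cytokines) and Top2a, Ccna2, Bub1, Kif11, Kif20a, Nusap1 and Tpx2 (proliferation). Il21 was not well above background on any naive array and was at least 234-fold higher on the infected arrays (adjusted p 0.0143). Il4 read 10.65 ± 0.49 (SD, n = 3) on the infected arrays and was at least 13.7-fold higher there, while Il13 was at least 1.84-fold higher. Neither Il4 nor Il13 was well above background on any naive array. Canonical Th1 transcripts were high on the infected arrays without passing over all probes. Ifng differed by 7.29 (adjusted p 0.390), with naive values from 4.69 to 15.67, and Tbx21 by 4.27 (adjusted p 0.190). Every call named in this paragraph was lost when any single infected array was left out.

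Signal well above background on all infected arrays and on no naive array was seen for 1050 probes, and the reverse for 23. The reverse required signal on the array labelled naive 4, where only 14.99% of spots were well above background. These 2 counts therefore do not measure the balance of changes. Without naive 3 and naive 4, limma called 2375 probes higher and 4461 lower. Among named genes, the largest lower bounds in the infected group were those of Il21 (at least 234-fold), Gcg (107-fold), Chst2 (36.9-fold), Tpx2 (27.8-fold) and Mcm10 (25.8-fold), with adjusted p-values from 0.0143 to 0.0341. In the other direction they were those of Olfr819 (at least 27.6-fold lower in the infected group), Calcr (26.1-fold), Atg9b (20.2-fold), Maml2 (17.0-fold) and Prss32 (12.9-fold), and none of these passed the threshold (adjusted p 0.411 to 0.477). These 5 bounds, 4.79 to 3.69 on the log2 scale, hold only with naive 4 in the naive mean. Without naive 4 the fitted differences were smaller, at -3.10, -3.46, -2.82, -2.91 and -2.40 log2 units in the same order.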

Values the study reported

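The study reported Csf1 transcript in 37% of the single antigen-experienced CD4+ T cells it sequenced, that is in 13 of 35 cells.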

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

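All tests of explanations in this part were chosen after the results had been seen. In the naive group, 27 measures were examined for an array far from the other naive arrays, by its gap to the nearest of them over the whole range against Dixon's critical value for 4 samples. The group of 3 infected arrays is too small for this. Of the 27, 3 were past the value, where chance alone would put about 1.35 there, and the measures are not independent of each other.

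The share of spots well above background was 14.99% on the array labelled naive 4 and 38.8% to 42.7% on the other naive arrays, a gap of 0.8604 of the range. The tables argue against a raised background, since its median background of 24 was the lowest of the 7 arrays, and against the multiplicative detrending as the whole cause, since infected 3 was detrended too and had 45.8% of spots well above background. A failed grid stays open. The scanner software marked the grid as good (1) on naive 4 and as not good on naive 1, naive 2 and naive 3, which had more spots well above background, so the mark did not track signal here. Little or degraded RNA, or a weak labelling, may account for it and was not tested. Another cell population on this array is weighed under other observations.

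The median of the interferon-stimulated list was 5.85 on naive 4 and 11.57 to 12.23 on the other naive arrays, a gap of 0.8963 of the range. Only 8 of its 32 genes were well above background there. On naive 4, 12 of the 18 lists had their lowest naive median, so a low signal of the whole array is a candidate explanation that the values allow. A lower interferon response in that sample stays open and was not tested.

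The median of the list of myeloid growth factors and cytokines was 9.59 on naive 1 and 6.93 to 7.24 on the other naive arrays, a gap of 0.8850 of the range. With the spots kept that the scanner software had marked as outliers, the gap was 0.6445, and under scaling to the 75th percentile it was 0.6875, so neither left naive 1 past the critical value. Processing could account for part of this distance, although naive 1 stayed highest in both, at 8.92 and 9.08. A difference between mice stays open and was not tested.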

How the results depend on the processing

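The alternatives that kept the marked spots, set a floor of 1, scaled over probes well above background on every array or left out pairs of naive arrays were chosen after the data had been seen. With all 7 arrays, the counts were 106 probes higher and 1 lower. Scaling to the 75th percentile gave 52 and 0, scaling over probes well above background on every array 223 and 0, normexp background correction 113 and 5, median brightness without background correction 105 and 3, and the authors' deposited log2 values 202 and 6. The median difference over all tested probes was 0.15 in the main comparison, -0.15 and 0.58 under the 75th percentile scalings and 0.24 with the deposited values, and changes are relative to that level. No filter on dim probes gave 296 and 88, a trended and robust eBayes 244 and 15, keeping the marked spots 172 and 3, and a floor of 1 gave 31 and 0. For the settings with 0 lower probes by limma, 2016 (75th percentile), 542 (scaling over probes well above background on every array) and 1289 (floor of 1) were lower at an unadjusted p under 0.05. Averaging all probes of a gene gave 108 and 1. SAM called 517 and 4, among them all 106 of limma's higher probes. Restricting the test to the 3427 probes well above background on all 7 arrays left 0 and 0 by limma, with 89 and 639 at an unadjusted p under 0.05, and 3 lists. Csf1 was not among these probes.

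Leaving out single arrays moved the counts from 0 to 808 higher and from 0 to 1435 lower. The highest counts came without naive 4, and all 106 higher probes were among them. At an unadjusted p under 0.05 there were 1652 and 1006 without naive 1 (10 and 0 adjusted), 1202 and 1633 without naive 2, 1553 and 1607 without naive 3, and 336 and 442, 307 and 354, and 291 and 352 without infected 1 to 3. SAM was not run with arrays left out. Without the pairs of naive arrays, the counts were 634 and 164 (1 and 2), 0 and 0 (1 and 3; 2292 and 1189 unadjusted), 668 and 436 (1 and 4), 0 and 0 (2 and 3; 1162 and 1836 unadjusted), 682 and 2264 (2 and 4) and 2375 and 4461 (3 and 4). On simulated data, changes of 4 log2 units were recovered at 0% with all 7 arrays and at 63.5% without naive 4, so the spread that naive 4 adds limits what could be called.

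Csf1 was higher in the infected group under every alternative in which it was tested, by 3.18 to 6.75 log2 units. It did not pass with all 7 arrays (4.93) but did with the deposited values (4.35, adjusted p 0.0418), by SAM (4.93), with the probe A_55_P2017914 (6.28), and without naive 1 and 4 (4.45), naive 2 and 4 (3.18) or naive 3 and 4 (3.92, adjusted p 0.0070). Leaving out single arrays gave 3.85 to 5.70, and it passed only without naive 4. The cause of the other passes was not tested.

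The number of lists past the threshold was 8 with camera, 4 with fry, 0 with an estimated correlation, 3 to 9 with single arrays left out, 3 without naive 1 and 3, 2 without naive 2 and 3, 12 without naive 1 and 2, 10 without naive 3 and 4 and 10 with no filter on dim probes. The median of the myeloid cells list, -1.34 with all arrays, reversed to 0.47 without naive 3, to 0.14 without naive 4 and to 1.76 without both, and single arrays left out moved it from -2.23 to 0.47. It was -3.50, -0.78, -1.32, -0.79 and -1.53 without naive 1 and 2, 1 and 3, 1 and 4, 2 and 3, and 2 and 4. The medians of this list on the single arrays were 6.60 and 6.29 on naive 1 and naive 2, 15.49 and 13.62 on naive 3 and naive 4, and 9.77, 9.92 and 9.9996 on the infected arrays. The infected arrays thus lay between the naive ones, and the reversal without both naive 3 and naive 4 followed from this. Of 417 values of the list medians, 394 moved by less than the spread between replicates and 19 by more, and the other 4 are these 3 reversals and the one under the block. That spread was pooled within groups over all 7 arrays, the arrays labelled naive 3 and naive 4 among them. It is wide for lists on which these arrays differ, so a move below it does not show a stable median. Among all 417, 44 values in 9 lists had the other sign than with all arrays in the main comparison. Besides the myeloid cells these were naive and quiescent T cells (5 values, -3.27 at the lowest), Th17 and genes linked to Csf1-positive cells. The others were B cells, red cells, platelets, NK cells and CD8 T cells. Apart from the myeloid cells, none of these lists had passed with all 7 arrays in the main comparison. Among the alternatives, naive and quiescent T cells passed in 3, CD8 T cells in 2, and red cells and platelets in 1 each. Of 441 values for 21 single genes, 316 kept their side of the threshold, 118 no longer passed, 7 newly passed, and 0 changed direction.

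The labels number replicates 1 to 3 in both groups, but the numbers did not pair the arrays. Deviations from the group means of same-numbered arrays correlated at 0.094, 0.011 and 0.088 across 19752 probes. With the replicate block, 342 probes were higher and 249 lower, and the myeloid cells median was 0.14. Naive 4 is alone in its block and does not enter the difference there, so its fitted differences resemble those without naive 4 (Csf1 3.84 against 3.85). Its calls do not, with 808 and 1435 probes without naive 4, and Csf1 did not pass under the block (adjusted p 0.0632).

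A block for the slide could not be run, since each slide held one group. SAM was not run for lists, their medians or single genes other than Csf1, and the trended fit leaves list medians as they are. Signal over background limits the comparison most on naive 4, where 14.99% of spots were well above background.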

Other observations

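The tests of the arrays labelled naive 3 and naive 4, the test of Csf1 against myeloid RNA like theirs, and the test of the direction of the called probes were chosen only after the results had been seen. The other tests were chosen before, except for details given with them.

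On the array labelled naive 3, T cell transcripts were low and myeloid transcripts high. A low signal of the array is argued against by the myeloid cells list, which lay a median of 8.76 log2 units above the mean of naive 1 and naive 2. Myeloid cells added to a sort that still held mostly T cells are argued against by Cd4, Cd3d, Cd3e, Cd3g and Lck, which lay at a median of -9.86 from the same mean. A swap with an infected array is argued against as well, because the lowest T cell median among these was 15.43. RNA of another cell population in place of CD4+ T cells may account for the pattern, since genes of naive and quiescent T cells lay at -5.86. Whether this arose in sorting, in labelling or in a swap with a sample outside the series could not be examined.

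The array labelled naive 4 showed the same pattern with a weaker signal. Its myeloid cells list lay 4.37 above the mean of naive 1 and naive 2, which low signal alone would not give, while the T cell transcripts lay at -11.59 and the genes of naive and quiescent T cells at -10.03. The infected arrays, with a lowest T cell median of 15.43, again offer no partner for a swap. RNA of another population may be on this array too, though its correlation of 0.404 with the array labelled naive 3 is low, and the low signal could hide T cell transcripts in part. Of the 23 myeloid genes, 11 and 15 were also well above background on naive 1 and naive 2, Ctss among them at 15.31 and 15.78, so the list is not exclusive to myeloid cells. No biological explanation was tested, since the labels give none for these arrays.

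Myeloid RNA in the infected sort is a candidate source of the Csf1 signal. Over the 7 arrays, the myeloid cells list differed by a median of -1.34, but this sets the infected arrays against the arrays labelled naive 3 and naive 4, so it decides nothing. Against naive 1 and naive 2 alone, all 3 infected arrays were higher for 14 of 23 myeloid genes. RNA like that on the arrays labelled naive 3 and naive 4 is argued against, since the lowest infected value of the main Csf1 probe lay 2.86 above the higher of these arrays. Lyz2 was not well above background on any infected array and reached 15.63 on the array labelled naive 3. On the array labelled naive 4 it was not well above background either (8.04), so this gene alone decides nothing. Of the 23 tested myeloid genes, 23, 22 and 23 were well above background on infected 1 to 3. Myeloid cells changed by infection, and expression by T cells as the study describes, both stay open on these arrays and cannot be told apart by them. The study had other evidence, which was not examined here. Its sorted TCRβ-negative cells made no significant MCSF in culture, which it took to make a contaminating myeloid source unlikely. It also found Csf1 transcript in single CD4+ T cells, and reported disrupted Csf1 expression in CD4+ T cells of mice with the gene deleted in CD4+ cells.

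For the probes called between the groups, the real split was the only 1 of the 35 splits of the arrays to reach 107 calls, which argues against a random grouping of the arrays as the source. That share, 0.0286, is the smallest these group sizes allow. The next split, naive 1, naive 3 and naive 4 against the rest, gave 37, and no probe was called without naive 2, without naive 3 or without any 1 of the infected arrays. Scaling in place of quantile normalisation moved the share of higher calls among all calls by at most 0.93 percentage points, but that share was already close to its limit and decides nothing. In counts looked at later, at an unadjusted p under 0.05, 972 probes were higher and 2016 lower under scaling to the 75th percentile, against 2796 and 542 when scaling over probes well above background on every array. Normalisation therefore stays open as a source of the number of changes and of their balance over all tested probes. For the direction of the 106 probes called higher the check was weak, because they had been picked as higher from these same data. All 106 kept a positive difference under both scalings, 3.00 at the lowest, with a median of 5.12 at the lower. The median over all tested probes moved by 0.73, so a shift of that size is too small to reverse them, and no more can be concluded. Of the 106, 52 and 100 still passed the threshold. The slide and the group cannot be told apart. Positive control probes with a signal above 100 on at least 1 array differed between slides by a median absolute 2.40 log2 units (5 probes). For the called probes this value was 5.51. The signed median of the controls, infected minus naive, was -2.40, opposite to the 106 probes called higher, although 1 control was higher (2.33). Both the amount of control RNA and the slide could produce the differences of the controls, so they do not decide the question. That minimum of 100 was set after a first version over all positive control probes, most of them at the floor, had given a smaller value.

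Actb and Gapdh did not differ past the threshold (smaller adjusted p 0.4923), and 0 of 15 reference genes did. Hba-a1, Hba-a2, Hbb-b2, Alas2 and Slc4a1 did not differ either (smallest adjusted p 0.716). These values are from all 7 arrays. As lists, the reference genes passed with camera in 8 of 24 alternatives (adjusted p 1.83e-04 to 0.686) and with a trended eBayes (0.0328), higher in the infected group each time, with a median of 0.69 without naive 3 and naive 4 (0.0074). The red cells list passed in 1 of 23, without naive 3 and naive 4, where it was higher (median 1.20, adjusted p 0.0164, with a range of 0.0164 to 0.974). A change in activation or red cell RNA in the sort might still be present, because the naive arrays spread too widely for these values to exclude it. That reading was settled after the values were seen.

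Il4 and Il13 were well above background on all 3 infected arrays. The study did not detect these transcripts in its single cells. Il17a was at the floor of 3.32 on all 7 arrays. These readings are of sorted populations and were not set against single cells by a test.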
